A study of Rattus norvegicus with 12 samples.

How the data were processed

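T9 spinal cord of Sprague Dawley rats was profiled in 12 libraries. Per the labels' protocols, cords were flash frozen, RNA was extracted with a column kit, and libraries were made with CEL-Seq2, a method that tags each transcript near its 3' end and carries a short random identifier for each molecule. The authors deposited 1 table of whole-number counts per gene and library. The submitters' processing notes name HISAT2 2.0.4, HTSeq 0.6.0 and the genome build Rnor_6.0, with no role or order. Whether reads were collapsed by molecular identifier, which annotation release was used and which strand setting was chosen are not given in the sources used here. The deposited counts stop just below 4096 in every library, which is the number of different identifiers of 6 bases. Genes that share sequence or overlap on opposite strands may have been counted together, and were not separated here.

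Groups were taken from the labels, with 4 libraries each. The labels do not say how libraries map to animals, so p-values measure the spread between these samples. No 2 libraries of a group agreed within sampling noise: chi-square per degree of freedom between counts was 3.67 to 13.5 within groups. Pearson correlations of log2 CPM within groups were 0.803 to 0.943 in uninjured, 0.840 to 0.902 in injured and 0.827 to 0.902 in stimulated cord. Total counts per library were between 204836 and 553986.

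Genes were given by Ensembl identifiers. The reference table at hand was for another assembly and its Ensembl column was empty, so 0 identifiers were matched to names. The tests of gene lists and the naming of genes by symbol, both set before the data were examined, were not run for that reason, and neither were checks of gene length or GC content. For the genes named by identifier, the rule set beforehand took those with the largest rise and fall past the threshold, with a mean raw count of 20 or more over the 8 libraries compared and no overlap of CPM between the groups. It was held here to 2 genes in each direction, from the comparison of injured with uninjured cord, and it also required a symbol, which was dropped. Genes from the other comparisons, and those the rule took from comparisons with few calls, are not named here.

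Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the group, which left 5285 genes holding 92.6% to 93.9% of each library's counts. Libraries were scaled with TMM factors. A quasi-likelihood model with robust dispersion was fitted to all 12 libraries, with group as the only term and 9 residual degrees of freedom, and 3 contrasts were tested. P-values were adjusted by the Benjamini-Hochberg method within each contrast, with a threshold of 0.05. Log2 CPM used a prior count of 2. Standard errors are the fold change divided by the square root of F. The median biological coefficient of variation was 30.0%. Intervals of fold changes were from limma 3.58.1 with voom. Single measures per library were compared by exact two-sided permutation over 70 arrangements, or fewer when a library was left out. Ratios of genes with 1 to 3 counts in a group used summed counts per summed total, with exact Clopper-Pearson intervals at 95%, which cover counting error only.

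The test was tried on simulated counts in 5 draws with 200 changed genes each. It recovered 83.4% of 4-fold changes and 13.2% of 2-fold changes between injured and uninjured cord. Between stimulated and uninjured cord the shares were 77.8% and 11.6%. The data gave 1692 and 1826 calls in these comparisons, far more than 200. Adjusted p-values depend on the number of changed genes, so these shares are not the power reached there. Wrong calls made up 4.36%, 6.34% and 4.89% of all calls for injured against uninjured, stimulated against injured and stimulated against uninjured cord. Simulated genes varied independently, unlike the real ones. Correlations of fold changes between contrasts with shared libraries were set against 50 simulations with no effect. The overlap of calls was set against 20 simulations with no change and 20 in which the changes of stimulated cord were permuted among genes of like abundance. Thinning drew counts without replacement to 204836 per library.

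Alternatives set before the data were examined were median-ratio factors, total counts, library sizes without the 10 most abundant genes, no filter and a mean count of 20, only the 2 groups compared, the replicate number as a block, DESeq2 1.42.0, limma-voom with sample weights, and leaving out each library. Alternatives chosen after seeing the data were thinning, correction of counts for identifier collisions, leaving out genes over 1024 counts in any library, 1 or 2 components of the within-group variation as covariates, the injury score, genes detected at equal depth, and the overlap of calls in simulations and with split uninjured libraries. For a value without a test, a shift was set against the jackknife SD over the 12 libraries. Figures were drawn with matplotlib 3.10.9.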

Results

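Gene expression was measured in rat spinal cord at the level of the ninth thoracic segment (T9) by sequencing tags from the 3' ends of polyadenylated transcripts. The animals were of the outbred Sprague Dawley strain, and the injury was a hemisection at T9, which cuts 1 side of the cord. The 12 libraries fell into 3 groups of 4. Uninjured cord was compared with injured cord at 5 days, and with injured cord at 5 days from animals that also received electrical stimulation through the epidural space over segments L2 to S1. The third group is called stimulated here. The measured segment was the injury site, not the stimulated segments.

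The table held 32883 genes, of which 18333 had a count in at least 1 library. Total counts were 332304 ± 89069 in uninjured cord (mean ± SD, n = 4), with a range of 254762 to 450114. They were 465915 ± 78507 in injured cord (399386 to 553986) and 260248 ± 46105 in stimulated cord (204836 to 306186). The totals of stimulated and injured libraries did not overlap (exact two-sided permutation p = 0.0286, the smallest that 4 against 4 can give, adjusted p = 0.0857 over 3 comparisons). In each library the highest count lay between 4059 and 4094, and it belonged to the same gene in all 12. The largest and smallest library totals differed by a ratio of 2.70. The genes are given by Ensembl identifiers alone, the tables used here do not pair them with names, and changes are described by number, direction, size and abundance.

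The first comparison asked how the T9 cord differed 5 days after hemisection. Of 5285 genes tested, 889 rose and 803 fell (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), which was 32.0% of those tested. Rises were the larger changes: 372 genes rose at least 4-fold by the fitted estimate and 121 fell at least 4-fold. At 2-fold or more the numbers were 797 and 668. The risen genes held 5.86% ± 0.331 of all counts in uninjured cord and 22.5% ± 3.09 in injured cord (SD, n = 4 each). The fallen genes held 29.7% ± 1.00 in uninjured cord and 12.6% ± 2.94 in injured cord. These genes were chosen on the same libraries, so the shares describe the size of the shift and are not an independent test of it.

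The change reached genes of every abundance. Among the 100 most abundant genes, 24 rose and 26 fell, among the next 900 genes 181 rose and 171 fell, and among the other 4285 genes 684 rose and 606 fell. Over the whole table, 99 genes had no count in any uninjured library and were counted in all 4 injured libraries, and 8 showed the opposite pattern. Injured libraries were deeper on average, which favours detection in them. At unadjusted p under 0.05 there were 2238 genes, where 264 would be expected with no change. With a minimum mean count of 20, which left fewer genes to test, 1123 genes were called.

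ENSRNOG00000054251 had the largest rise among called genes that met the count and separation rules. It had 2 counts in the 4 uninjured libraries together and 380 in the injured ones. The ratio of counts per total was 136, with a 95% counting interval of 37.3 to 1123. Its level was 1.42 ± 1.68 CPM (counts scaled to library size) in uninjured and 220 ± 142 CPM in injured cord (SD, n = 4; edgeR adjusted p = 2.44e-06). ENSRNOG00000037563 had 1 count in uninjured and 167 in injured cord, a ratio of 119 with an interval of 21.1 to 4732 (edgeR adjusted p = 1.04e-05). That single count came from uninjured replicate 1, and without that library the ratio was at least 32.1, with a floor of 3 counts over the group. Without uninjured replicate 2 it was 78.8. ENSRNOG00000001915 fell from 375 ± 181 CPM to 38.8 ± 35.5 CPM (log2 fold change -3.22, SE 0.55, edgeR adjusted p = 0.000339), and without injured replicate 1 its log2 fold change was -4.05. ENSRNOG00000013679 fell from 521 ± 288 CPM to 61.2 ± 30.8 CPM (log2 fold change -3.07, SE 0.41, edgeR adjusted p = 4.86e-05).

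**Figure D1:**
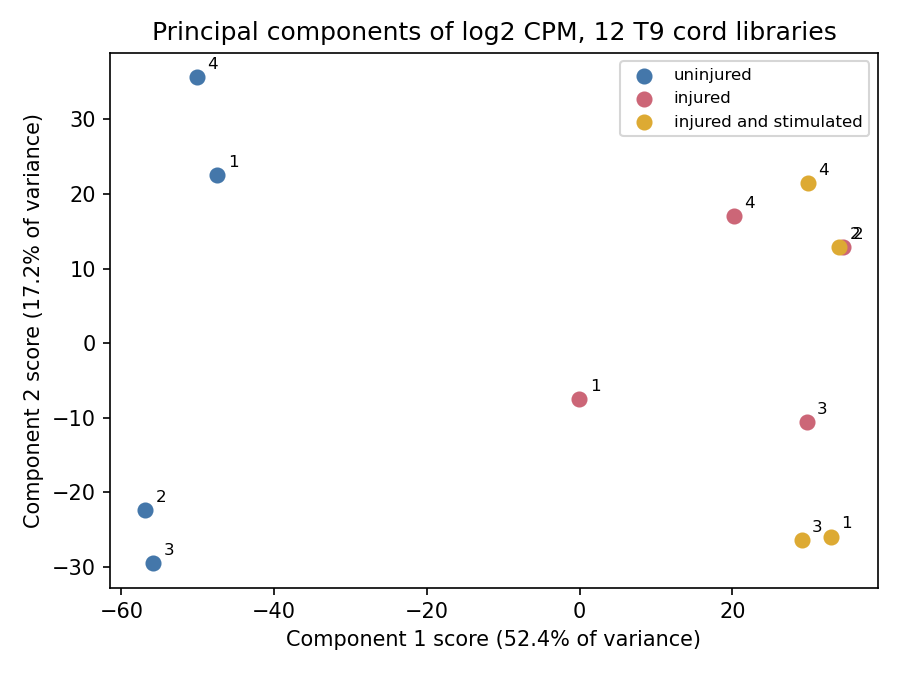
Scores of the 12 libraries on the first and second principal components of log2 CPM over 5285 genes, with replicate numbers beside the points and colours for the groups. Component 1 holds 52.4% of the variance and separates uninjured from injured libraries, with injured replicate 1 between them, and component 2 holds 17.2% and spreads the libraries within each group.

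The second comparison asked what the injured cord looked like with stimulation, relative to injury alone. No gene of the 5285 passed the edgeR quasi-likelihood test, and the smallest adjusted p was 0.486. At unadjusted p under 0.05 there were 491 genes, where 264 would be expected with no change. Leaving out each library in turn gave from 298 without injured replicate 1 to 660 without injured replicate 2, where 270.2 would be expected in each. DESeq2 called 1 gene and limma-voom with sample weights called 0. Without a filter on low counts edgeR called 28 genes, 14 higher and 14 lower in stimulated cord, and without stimulated replicate 3 it called 1. With no filter, edgeR adjusted p for the 4 genes named above was 1.92e-28 to 1.3e-14 between injured and uninjured cord. With the filter it was 2.44e-06 to 0.000339, at much the same fold changes. The 28 calls rest on that different scale of p-values and carry little weight. In 4.82% of genes the 4 stimulated libraries all lay above or all below the 4 injured ones, where chance gives 2.86%.

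The absence of calls does not show equal expression. In simulated counts with the depth and spread of these libraries, the test recovered 14.4% of 2-fold changes and 77.2% of 4-fold changes in this comparison. A limma-voom 95% interval of the log2 fold change lay within -1 and 1 for 1961 genes, or 37.1% of those tested. Among the genes called between injured and uninjured cord it did so for 638, or 37.7%. The 100 most abundant genes had a median log2 fold change of 0.30 toward stimulated cord. This tier includes the genes with counts nearest to the common upper limit, and the stimulated libraries had the lowest mean total.

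An injury score was taken as the mean log2 CPM of 1063 genes that were higher in the 2 injured groups jointly than in uninjured cord, minus that of 1015 genes that were lower. It was 0.78 ± 0.55 in injured and 1.101 ± 0.10 in stimulated cord (SD, n = 4 each), against -2.04 ± 0.15 in uninjured cord, on whose libraries the genes had also been chosen. The difference of 0.32 between stimulated and injured cord was within the spread between libraries (exact two-sided permutation p = 0.343). Injured replicate 1 scored 0.016, and the other 3 injured libraries scored 0.763 to 1.24. Without it the difference was 0.065.

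**Figure D2:**
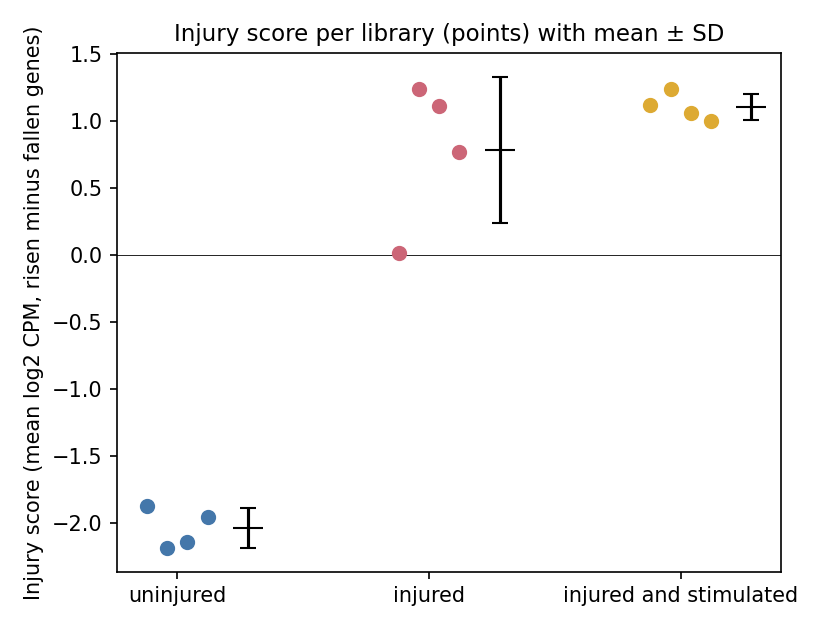
Injury score of each library (points) in each group, with the group mean and SD (bars, n = 4), in log2 CPM units. Stimulated libraries lie between 1.00 and 1.23, and the injured libraries between 0.016 and 1.24.

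Across genes, the change with stimulation and the change with injury had a Pearson correlation of 0.078. Both use the injured libraries, and simulated counts with no stimulation effect gave -0.135. The covariance was 0.048 against -0.076 simulated, a difference of 0.124. Without injured replicate 1 the covariance was -0.067, near the value simulated with all libraries. Without any other library it was 0.011 to 0.066. When the 4 injured libraries were split 2 and 2 between the contrasts, the correlation averaged 0.131 over the 6 splits and ranged from -0.198 to 0.373. The correlation without a split, in which the injured libraries are shared, was -0.105 without injured replicate 1 and 0.016 without stimulated replicate 2. It was 0.036 without uninjured replicate 4 and 0.052 without injured replicate 2. The simulated value of -0.135 belongs to this correlation, with all libraries. No library was left out of the split correlation. Genes are not independent replicates, and no p-value was attached.

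The third comparison set stimulated against uninjured cord. It gave 968 genes that rose and 858 that fell (edgeR, adjusted p under 0.05), or 34.6% of genes tested, with 415 rises and 241 falls of at least 4-fold by the fitted estimate. The 889 genes that had risen in injured against uninjured cord held 22.9% ± 1.16 of counts in stimulated cord, and the 803 that had fallen held 11.7% ± 0.667 (SD, n = 4). Of the 99 genes absent from uninjured and present in all injured libraries, 30 were counted in all 4 stimulated libraries, which were shallower. ENSRNOG00000054251 had 322 counts in stimulated cord, a ratio of 206 to uninjured cord with a counting interval of 56.4 to 1705. ENSRNOG00000037563 had 74 counts, a ratio of 94.5 with an interval of 16.4 to 3782. The ratio was at least 25.5 without uninjured replicate 1 and 62.5 without uninjured replicate 2. Its level was 42.3 CPM in stimulated replicate 3 and 90.6 to 95.5 CPM in the others. ENSRNOG00000001915 was at 26.6 ± 17.5 CPM (log2 fold change -3.78, SE 0.61, edgeR adjusted p = 0.00018). ENSRNOG00000013679 was at 78.0 ± 7.55 CPM (log2 fold change -2.75, SE 0.42, edgeR adjusted p = 0.000106).

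Most genes called in injured cord were also called in stimulated cord, in the same direction. Of the genes that rose in injured cord, 739 also rose in stimulated cord, and of those that fell, 627 also fell. Independent lists would share 163 and 130, but both lists use the same uninjured libraries. Simulated counts with no change in either group called 0 genes in either comparison in 20 runs, so they give no baseline for the overlap. When the changes of stimulated cord were moved to other genes of like abundance in simulated counts, which kept the shared libraries, 198 risen and 224 fallen genes were shared on average. With the uninjured libraries split 2 and 2, so that none was shared, an average of 455 risen and 358.5 fallen genes were shared over 6 splits, where independent lists of those lengths would share 91.6 and 73.5. No gene was called in opposite directions with all libraries, against 284 on average in the runs with moved changes, and at most 13 were in a split. The sign of the fold change was the same for 887 of 889 risen and 797 of 803 fallen genes. The log2 fold changes correlated across genes with r = 0.927. The shared uninjured libraries gave 0.506 in simulated counts with no change in either group. With the uninjured libraries split 2 and 2, so that none was shared, the correlation averaged 0.797 (0.677 to 0.872 over 6 splits). The covariance was 1.503 against 0.105 simulated, a difference of 1.40.

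**Figure D3:**
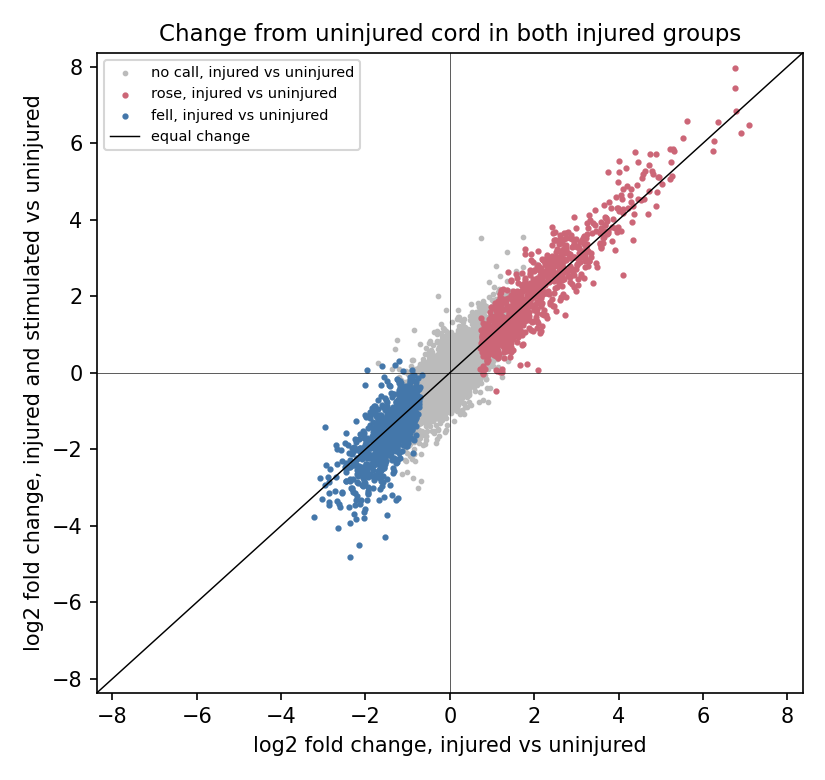
Log2 fold change of each of 5285 genes in injured against uninjured cord (x axis) and in stimulated against uninjured cord (y axis), with the line of equal change and colours for genes called in injured cord. Genes lie along the line (r = 0.927), and 887 of 889 risen genes are above 0 on the y axis.

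Numbers of genes detected were compared at equal total counts, called equal depth here. The share of counts in the 10 most abundant genes was not matched. Before thinning it was 8.70% in uninjured, 7.34% in injured and 10.4% in stimulated cord. After thinning each library to 204836 counts, 10492 ± 223 genes were detected in uninjured, 10402.5 ± 230 in injured and 10752.8 ± 377 in stimulated cord (SD, n = 4 each). None of the 3 differences passed an exact two-sided permutation test, and the smallest p was 0.171 (adjusted p = 0.471). Without stimulated replicate 4 the mean in stimulated cord was 10941, and the difference was 538.5 genes from injured and 449 from uninjured cord (exact two-sided permutation p = 0.0571 for each). At 102418 counts the means were 8783 in uninjured, 8913.5 in injured and 8985 in stimulated cord, so the order of uninjured and injured cord turned and the gap between stimulated and injured cord shrank from 350 to 71.5 genes.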

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

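The tests of the highest counts and of whether 1 group alone carried the shared variation, and the splits for the count of called genes between stimulated and injured cord, were chosen after the results were seen. In groups of 4, a library was singled out when its gap to the nearest other exceeded 0.829 of the group's range. Of 33 groups examined 3 were singled out, where chance gives about 1.65. After thinning, stimulated replicate 4 had 10188 genes detected and the other stimulated libraries had 10909 to 10970 (gap 0.922 of the range). ENSRNOG00000037563 was counted in uninjured replicate 1 alone, at 4.34 CPM from 1 count (gap 1 of the range). A group with 1 count in all gives that gap whatever the data, so this case carries no weight against the number by chance. The same gene was at 42.3 CPM in stimulated replicate 3 and at 90.6 to 95.5 CPM in the other stimulated libraries (gap 0.909 of the range).

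The highest count lay within 0.903% below 4096 in every library, and the largest and smallest differed by a ratio of 1.01 while library totals differed by a ratio of 2.70. That argues against 1 gene holding a like share of every library. It is consistent with collapsing of reads to 6-base identifiers, which would cap each gene. The 26 genes with a mean count over 1024 had a median log2 fold change of 0.52 in stimulated against injured cord, and 0.28 after a correction for identifier collisions, a fall of 0.243 that by construction could only go down. Within groups the log2 CPM of 18 of these 26 genes fell with library total. The median slope of all 26 was -0.332 over all groups, against 0.06 for other genes. The slope was -0.456 in uninjured, -0.757 in injured and -0.359 in stimulated cord alone, and it ranged from -0.566 without stimulated replicate 1 to -0.177 without uninjured replicate 1. From that slope, the cap with unequal depth is a candidate explanation for part of the higher level of these genes, and an effect of stimulation on the remainder stays open.

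Within groups, 39.5% of the variance of log2 CPM lay on 1 component, which set 2 libraries of each group apart from the other 2. Scores were kept after thinning (r = 0.999) and in the 25% of genes with the highest mean counts (r = 0.999), which argues against depth and low counts as its source. They were also kept without the 137 of 5285 genes over 1024 counts (r = 1.00). Between the highest and lowest libraries on the component, 1327 genes were spread by 2-fold or more, which is more than the 137 left out. The genes left out were 2.59% of those tested, too few to move the scores much, so that correlation decides nothing. The 1327 genes show only that the spread was not confined to the genes over 1024 counts. An effect of the count limit on the other genes was not tested. Gene loadings in uninjured cord and in the 2 injured groups had a correlation of 0.709 in size, so the component was not carried by 1 group alone. Taken singly, the groups gave 0.644 for uninjured and stimulated, 0.411 for uninjured and injured, and 0.28 for injured and stimulated cord. Injured cord thus shared the component least. A library or dissection batch could give such a pattern, but the labels give no batch, and no biological explanation was tested.

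Injured against uninjured cord gave 1692 genes, and the other splits of the same 8 libraries gave at most 0: 1 of 35 splits, the real one, gave as many. Stimulated against uninjured cord gave 1826 and at most 143 in another split, also 1 of 35. In both, the real split gave the most genes, a share of 0.0286, which is the smallest that 35 splits can give. For stimulated against injured cord, 0 genes were called in the real split and at most 0 in the others. With a real count of 0 all 35 of 35 splits give as many whatever the data, so this says nothing on chance. The 491 genes at unadjusted p under 0.05 were matched or passed in 4 of 35 splits, the real one included. The highest, at 813, followed the shared component, so it is no yardstick for the real split. In the real split each group has 2 libraries from each side of the component. Among the other splits balanced in this way the highest gave 497 and the next 404. Chance is not excluded for the 491 genes. There were 298 without injured replicate 1 and 660 without injured replicate 2, the lowest and highest when a library was left out.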

How the results depend on the processing

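The alternatives with thinning, collision correction, high-count genes left out and covariates, and those of the injury score and genes detected, were chosen after seeing the data. For injured against uninjured cord, 25 of 26 alternatives gave a count within 1.5 times of 1692; with a mean count of 20 it was 1123, as fewer genes were tested. For stimulated against uninjured cord all 26 were within 1.5 times of 1826, from 1234 to 2432. For stimulated against injured cord 21 of 26 gave 0. The others gave 28 without a filter, 1 with DESeq2, 2 with 1 within-group component and 138 with 2, and leaving out a library gave 0 to 1; the cause was not tested. Scaling by total counts shifted the median gene by 0.12 log2 between injured and uninjured cord and by -0.15 between stimulated and injured cord, and gave 1022 risen and 665 fallen genes in the former. The 4 genes named kept direction and call in all 104 values for injured and all 104 for stimulated against uninjured cord. The fitted log2 fold changes of the 2 risen genes, with 1 or 2 counts in uninjured cord, also moved over 1.5 times with limma-voom and thinning: against uninjured cord in injured cord from 6.77 to 6.14 and 6.01, and from 6.27 to 5.48 and 5.51; in stimulated cord from 7.45 to 6.74 and 6.68, and from 6.06 to 5.25 and 5.23. The correlation of stimulation and injury changes turned to -0.105 without injured replicate 1 and was 0.016 to 0.105 when any other library was left out; the cause was not tested. That of both injured groups was 0.797 without shared libraries. The injury score difference stayed within the spread between libraries throughout, from 0.065 without injured replicate 1 to 0.44 without injured replicate 2. Genes detected in stimulated minus injured cord were 350 at equal depth and 71.5 at 102418 counts; injured minus uninjured turned from -89.5 to 130.25 there; the cause was not tested. Leaving out a library gave -181 to 5.5 for the latter (5.5 without uninjured replicate 3), 260.75 to 538.5 for stimulated minus injured and 178.4 to 449 for stimulated minus uninjured cord.

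Replicate numbers were not taken to pair the samples, as not every same-number pair passed 0.1: 7 of 12 same-number pairs had deviations correlated over 0.1 (range -0.344 to 0.429), and 4 of 12 libraries correlated best with their own number. Between injured and stimulated cord all 4 were positive, from 0.066 to 0.291, so a partial sharing there is not excluded. With the number as a replicate block, 1801, 0 and 1911 genes were called in the 3 comparisons. The tests of gene lists were not run. Most simulated 2-fold changes were missed at these depths, spreads and group sizes, and which of them limits calls was not separated. Thinning to 204836 counts gave 1240, 0 and 1374 genes of 3858 tested, where the main fit tested 5285. Fewer genes were tested after thinning, so the lower counts are no measure of lost power.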

Other observations

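The test with 2 within-group components was written after its count for the real groups, though not the counts of other splits, had been seen. With the components as covariates, 138 genes were called between stimulated and injured cord, 81 higher and 57 lower. Of 35 splits of the 8 libraries, each with its own components, 6 gave as many and the highest gave 641, several times the real count, which points to a structure of the samples. That split put replicates 1 and 3 of both groups against replicates 2 and 4, the same libraries that the shared component separates. Its high count follows from that and is no yardstick for the real split, where each group has 2 libraries from each side of the component. Among the other splits balanced in this way the highest count was 140 and the next 102. Chance is not excluded, and these calls are not evidence for an effect of stimulation. The hypothesis that variation within groups hid an effect of stimulation in this segment was not borne out by this test, and it stays open for larger groups.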
